# Transcriptional profiling of *Anopheles gambiae* mosquitoes for adult age estimation

**DOI:** 10.1111/j.1365-2583.2010.01034.x

**Published:** 2010-08-01

**Authors:** P E Cook, S P Sinkins

**Keywords:** malaria, mosquito, vector, microarray, lifespan

## Abstract

The age distribution of female mosquitoes in the field is a critical component of vectorial capacity because of the extrinsic incubation period of mosquito-borne pathogens. However this parameter has not been well characterized in malaria vectors because of methodological difficulties; transcriptional profiling provides a potential new approach for age determination. In *Anopheles gambiae*, microarrays were used to examine global gene expression over adult life. Nine genes were selected from the 2714 gene transcripts that displayed age-related transcription patterns, and quantitative reverse transcription PCR used to select the four best performing genes. The resulting age estimation assay was able to predict female age from lab-reared samples with sufficient accuracy to provide a potentially useful tool for studies of malaria epidemiology and control.

## Introduction

One of the most sensitive parameters contributing to the vectorial capacity of malaria-transmitting *Anopheles* mosquitoes is the age distribution of wild females. After picking up the *Plasmodium* parasite there is an incubation period before transmission can occur – during which time exflagination, fertilization, zygote elongation, ookinete migration, oocyst formation and the migration of thousands of sporozoites to the salivary glands have to occur. Only then is the mosquito infectious and able to transmit malaria the next time it takes a bloodmeal. Timing of the extrinsic incubation period depends on temperature and the species of *Plasmodium*/*Anopheles*, but typically at least 9–15 days are needed; for example around 11 days for *Plasmodium falciparum* in *Anopheles gambiae* at 24 °C (Garrett-Jones, 1964; Gilles & Warrell, 2002; Smith & McKenzie, 2004), plus there is typically at least 2 days from eclosion until females take their first bloodmeal. Adult mosquitoes experience a high daily mortality rate such that only a small percentage of the total population actually survive long enough to transmit malaria (Brownstein *et al*., 2003; Cook *et al*., 2008).

Despite the critical importance of estimating *Anopheles* age in field-caught specimens to the understanding of malaria transmission dynamics and epidemiology, and the impact of control interventions, age remains one of the least understood components of vectorial capacity. Ovary dissection and microscopic examination have traditionally been used to estimate the number of gonotrophic cycles a female mosquito has gone through (Beklemishev *et al*., 1959; Detinova, 1962; Tyndale-Biscoe, 1984; Lehane, 1985; Hayes & Wall, 1999; Hugo *et al*., 2008), but this is a relatively difficult and inaccurate method and is not an absolute indicator of age because time between blood feeds can vary according to conditions and availability of human hosts for biting.

Novel control strategies to shorten mosquito lifespan are currently in development. Life-shortening *Wolbachia* bacteria from *Drosophila melanogaster* (Min & Benzer, 1997) have been successfully transferred into mosquitoes (McMeniman *et al*., 2009) with the same phenotype, thus providing an attractive control methodology. Testing of life-shortening fungal biopesticides against malaria vectors is underway (Blanford *et al*., 2005; Scholte *et al*., 2005; Bell *et al*., 2009). In addition, population age structure can be skewed toward younger individuals by current insecticidal malaria control programmes through cumulative uptake of insecticides, and it has been proposed that different insecticides should be specifically selected for delayed rather than immediate killing effects as a strategy to delay the evolution of insecticide resistance in malaria vectors (Read *et al*., 2009). Thus, the ability to estimate the age structure of natural *Anopheles* populations before and after interventions has acquired considerable importance, and there is a need to develop additional methodologies with which to do so.

A new approach developed in *Aedes aegypti* mosquitoes utilizes changes in the levels of expression of three genes in the adult mosquito (Cook *et al*., 2006, 2007). Expression changes were measured by quantitative reverse transcription PCR (qRT-PCR) on caged mosquitoes of known age and then used to build a multivariate calibration model to predict the age of field caught specimens from the same locality. This technique has been used successfully to predict age of *Ae. aegypti* from Cairns, Australia (Cook *et al*., 2006, Hugo *et al*., 2010). Here we set out to develop comparable methodologies for *An. gambiae* mosquitoes, the most important malaria vector in Africa. In order to select the most informative genes for the assay, we characterized global transcription in adult *An. gambiae* throughout adult life for both sexes. We used the *An. gambiae* genome database (Holt *et al*., 2002) to design and employ a microarray to examine global gene transcription profiles up to 30 days post-eclosion; a previous array study had examined transcription up to 15 days post-eclosion (Marinotti *et al*., 2006) but it was necessary to extend this period in order to capture expression profiles in older insects.

## Results

### Microarray results and selection of candidate genes

Whole genome microarrays were used to identify *An. gambiae* genes that displayed age-dependent transcription levels in both male and female adult mosquitoes. 

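RNA for each array came from a pool of 5 mosquitoes (heads and thoraces only) of the G3 colony, which was fed sucrose and given no bloodmeals. Each sex was sampled at 0, 10, 20 and 30 days post-eclosion, with 2 arrays for each sex and age and 16 arrays in all. The paper's text does not say whether the 2 arrays of a group came from separate pools, so each SD given here is the spread between arrays. All 8 male arrays lay on 1 slide and all 8 female arrays on another, so that sex cannot be told apart from slide. On both slides the arrays of 0 and 10 days lay in the first row and those of 20 and 30 days in the second, and no position held more than 1 age. A mix of spike-in control RNA was added to each RNA before labelling. For each spot, Agilent's Feature Extraction software gave a fluorescence intensity with the background subtracted and marked spots that were outliers or not well above background. The authors deposited these intensities and a table of log2 values normalized in GeneSpring GX.

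From the deposited intensities, values under 1 were set to 1, the log2 was taken and the 75th percentile of each array was subtracted, as in the paper's methods. After subtraction of each probe's median over the 16 arrays, the result differed from the deposited log2 values by at most 0.0061. Spots marked as outliers, between 1 and 63 per array, were left out. A probe was kept if both arrays of at least 1 sex and age had a signal above the array's 20th percentile, well above background and not marked as an outlier, which held for 9526 probes, of which 9525 could be tested. Effects of age, of sex and of their interaction were tested with limma's moderated F tests, with 1 mean for each sex and age. The threshold was a Benjamini-Hochberg adjusted p of 0.01, the level in the paper's methods.

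Between 5985 and 9486 probes per array were well above background. The 75th percentile of the signal was between 287 and 504 (median 343) on the 4 arrays of 0 days and between 643 and 1269 (median 923) on the 12 arrays of older mosquitoes, so that these ranges did not overlap. Among probes well above background on every array, the median absolute difference between the 2 arrays of a group ranged from 0.16 (females, 20 days) to 0.28 (females, 10 days) on the log2 scale. The number of arrays limits the precision of every comparison.

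**Figure D1:**
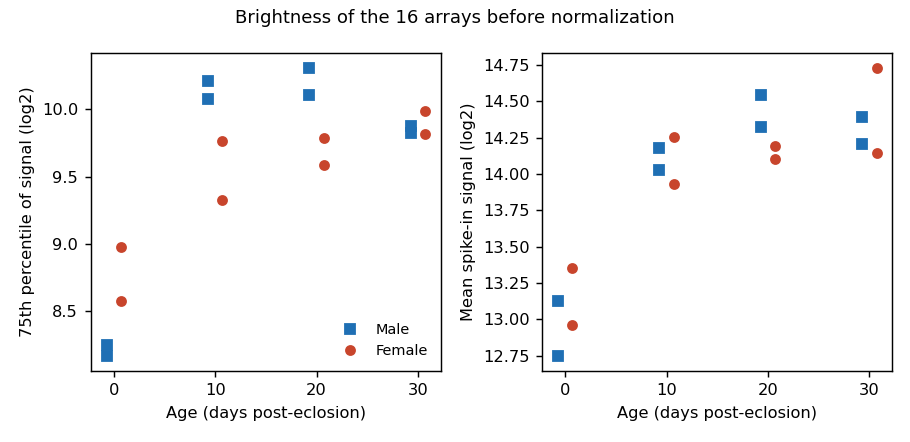
Brightness of the 16 arrays by age and sex, with 1 point per array. The 75th percentile of the signal on the 4 arrays of 0 days lies between 287 and 504 and on the 12 later arrays between 643 and 1269.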

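The scanner output of each array lists 13254 probes for transcripts, each 60 bases long, and 536 control features. The probes have 12723 distinct sequences, since 947 of them share their whole sequence with at least 1 other probe, and the transcripts of such probes cannot be distinguished by their signals. By their identifiers, the transcripts belong to 12580 genes. Over the 16 arrays, 5491 probes were well above background on every array and 2229 on none. The probes for the candidate transcripts and for the reference transcript each had a sequence of their own.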

A custom microarray was designed with a single probe per *An. gambiae* gene transcript (13254 probes). One-colour microarray hybridizations were run with total RNA extracted from pools of male and female mosquitoes at 0, 10, 20 and 30 days post-eclosion. Fluorescence data were quantified from the microarray scan files using Agilent Technologies' Feature Extraction software. Data processing and analysis were carried out with GeneSpring GX. Two-way analysis of variance (*P*≤ 0.01; Benjamini–Hochberg multiple test correction) identified 2713 gene transcripts that displayed significant differential expression across adult mosquito age and no significant difference resulting from sex or age–sex interaction (Fig. 1). 

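At an adjusted p of 0.01 or less, limma called 3043 transcripts (31.95% of those tested) with an effect of age and none of sex or of the interaction, 1546 of them higher and 1497 lower at 30 days than at 0 days. Of these, 1986 (65.3%) were well above background on all 16 arrays, and the 3043 probes had 2933 distinct sequences. The methods' two-way analysis of variance on the same values placed 2719 transcripts in this class, 2555 of which limma also placed there. Scaling by the spike-in controls in place of the 75th percentile moved the count most, to 1816, of which 1461 were also among the 3043. The balance of rises and falls depended on the scaling, with 50.8% of the 3043 higher at 30 days 47.3% under spike-in scaling (859 rises and 957 falls) and 62.8% (1935 rises and 1144 falls) after quantile normalization, which moved the median change of all tested transcripts from -0.05 to 0.23 on the log2 scale. Within each slide, which is within each sex, limma called 1209 transcripts with an effect of age over the 8 male arrays and 1075 over the 8 female arrays. Absence of a call for sex or interaction does not show that there was no effect.

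Most of the change lay between 0 and 10 days. Over both sexes, limma called 3097 transcripts between these ages (1731 higher and 1366 lower at 10 days), 14 between 10 and 20 days (1 higher and 13 lower) and 0 between 20 and 30 days. The balance between 0 and 10 days depended on the processing, with 55.9% higher here, 65.8% after quantile normalization (2183 higher and 1137 lower) and 47.9% with normexp background correction (922 and 1002). For the comparison of 20 and 30 days, 1039 transcripts had an unadjusted p under 0.05 in limma, and the methods' two-way analysis of variance also called 0, with 1099 at that level. From 10 to 30 days limma called 281 transcripts, and from 0 to 30 days 4283 (2200 higher and 2083 lower, 51.4% higher, but 63.7% after quantile normalization and 46.1% under spike-in scaling). Median absolute differences over all tested transcripts were 0.57, 0.24 and 0.20 between successive ages on the log2 scale. For the 3043 transcripts, a median of 74.1% of the change from 0 to 30 days had taken place by 10 days. Leaving out single arrays moved the smaller counts. Without replicate 2 of the 20 day males, limma called 73 transcripts between 10 and 20 days and 53 between 20 and 30 days, and without replicate 1 of this group it called 1 and 0. Without any other array, it called between 1 (replicate 1 of the 10 day females) and 10 (replicate 1 of the 10 day males) between 10 and 20 days, and 0 between 20 and 30 days, or 1 without replicate 1 of the 20 day females.

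**Figure D2:**
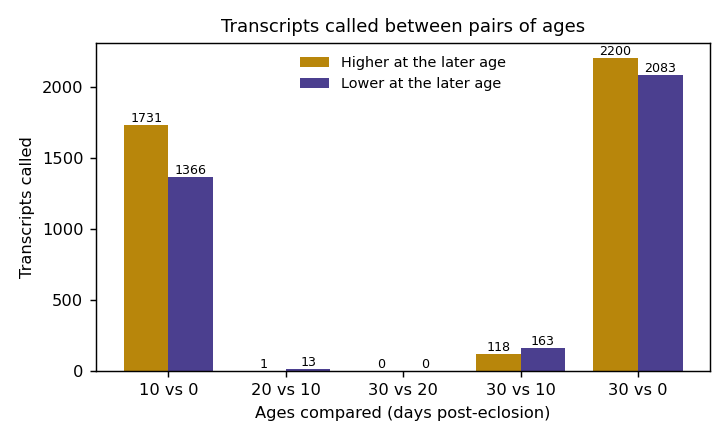
Number of transcripts called by limma at an adjusted p of 0.01 between pairs of ages, with higher and lower signals drawn separately. The bars reach 3097 transcripts in all between 0 and 10 days, 14 between 10 and 20 days and 0 between 20 and 30 days.

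From its two-way analysis of variance, the paper concludes that the transcripts of this class changed with adult age without a significant effect of sex or of the interaction.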

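Among the transcripts with an effect of age alone, 716 had a Pearson correlation above 0.8 between the normalized log2 signal and age over the 16 arrays, and 1458 had one below -0.4, the limits in the paper's methods. The paper's text does not say over which values the correlation was taken. The highest and the lowest age means of 824 transcripts (27.1%) differed at least 4-fold, and 216 of these were higher and 608 lower at 30 days than at 0 days. Of the 824, 137 also had a correlation above 0.8 and 605 one below -0.4. For 202 of the 824, all 4 arrays of at least 1 age were not well above background, so that the size of the change rested on a background level. In all, 2256 transcripts met at least 1 of the 3 limits. Spike-in scaling reduced the number with a correlation above 0.8 to 78, and the number with a 4-fold change fell to 326 when only probes well above background on all arrays were tested.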

From these, candidate genes were selected for showing a strong correlation between transcript levels and adult age/a greater than fourfold change in transcription across multiple age classes. 

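Signals of 6 transcripts are given here as normalized log2 values, with the SD over the 2 arrays of each sex and age. AGAP004115-RA, a putative cystinosin, had a signal of -0.87 ± 0.13 (SD, n = 2) in males at 0 days and of 1.87 ± 1.08 at 30 days. In females, its signal was -0.80 ± 0.03 at 0 days and 2.94 ± 0.02 at 30 days (SD, n = 2). Averaged over the sexes, it rose by 3.24 (standard error 0.34, adjusted p = 2.02e-05 from limma), and in males by 2.74 (standard error 0.48, adjusted p = 0.00105), a rise that had an adjusted p of 0.0126 when limma was fitted to the male arrays alone. AGAP012936-RA, also a putative cystinosin, rose by 3.33 (standard error 0.31, adjusted p = 8.39e-06 from limma), and the last 14 bases of its probe, ATTACGTCCTCTAC, are the first 14 of the probe for AGAP004115-RA. AGAP012396-RA, whose identifier differs from the last one in the order of its digits, is another transcript and had signals of 2.67 ± 0.26 at 0 days and 2.32 ± 0.22 at 30 days (SD, n = 4). Its change of -0.36 was not past the threshold (standard error 0.14, adjusted p = 0.0526 from limma).

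A signal that was not well above background on any array of a group gives only a limit. The fold is then taken against the lowest signal that was well above background on each of those arrays and written as at least that fold. AGAP006187-RA (G12_ANOGA, protein G12 precursor) was well above background on neither male array at 0 days and was at least 7.94-fold higher in males at 30 days (adjusted p = 5.73e-05 from limma). In females, it was well above background on 1 of the 2 arrays at 0 days and rose from -3.29 ± 0.35 to 0.26 ± 0.04 (SD, n = 2). AGAP006985-RA, a conserved hypothetical protein, was well above background on none of the 4 arrays at 0 days and at least 7.67-fold higher at 30 days (adjusted p = 0.00029 from limma). The rise of AGAP006985-RA was no longer past the threshold with normexp background correction (adjusted p = 0.0238 from limma), among females alone (adjusted p = 0.0332) or with 1 floor common to all arrays (adjusted p = 0.022). AGAP010398-RA, a putative dimethylaniline monooxygenase, was well above background on neither female array at 0 days and was at least 59.2-fold higher in females at 30 days (adjusted p = 0.000824 from limma). That bound rests on the mean of unequal female signals at 30 days, 2.52 for replicate 1 and 0.85 for replicate 2. In males, AGAP010398-RA rose by 3.35 (standard error 1.19, adjusted p = 0.0405 from limma), with signals of 4.24 and 0.04 on the 2 arrays at 30 days. Its rise was not shown to differ between the sexes (interaction, adjusted p = 0.382 from limma).

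Correlations with age were taken over the 8 arrays of each sex, and their p-values come from exact permutation tests (two-sided). They were adjusted over 22 correlations by the Benjamini-Hochberg method, and the smallest p that 8 arrays at 4 ages allow is 0.000794. In females, Pearson's r was 0.990 for AGAP004115-RA, 0.990 for AGAP012936-RA, 0.974 for AGAP006187-RA and 0.968 for AGAP010398-RA, each with a Spearman's rho of 0.976 and both at that smallest p (adjusted p = 0.00249, exact permutation). For AGAP006985-RA, r in females was 0.803 (exact permutation p = 0.0294, adjusted 0.0404) and rho 0.732 (exact permutation p = 0.0548, adjusted 0.0753). In males, r was 0.946 and rho 0.976 for AGAP006985-RA, both at the smallest p. It was 0.872 for AGAP006187-RA (exact permutation p = 0.00635, adjusted 0.0116), 0.866 for AGAP012936-RA (exact permutation p = 0.00556, adjusted 0.0116) and 0.841 for AGAP004115-RA (exact permutation p = 0.00794, adjusted 0.0125), each with a rho of 0.878 (exact permutation p = 0.0103, adjusted 0.0189). For AGAP010398-RA, r in males was 0.582 (exact permutation p = 0.113, adjusted 0.131) and rho 0.586 (exact permutation p = 0.153, adjusted 0.177). AGAP012396-RA had an r of -0.674 (exact permutation p = 0.0683, adjusted 0.0834) and a rho of -0.586 in males. In females, its r was -0.349 (exact permutation p = 0.387, adjusted 0.425) and its rho -0.39.

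Since the ages 0 and 30 days are equally far from the median age, the arrays of each were left out in turn, which leaves 6 arrays and a smallest p of 0.0222. In females, AGAP004115-RA, AGAP006187-RA, AGAP010398-RA and AGAP012936-RA kept an r between 0.918 and 0.982 at that p. AGAP006985-RA in females had an r of 0.5 without 0 days (exact permutation p = 0.333) and 0.813 without 30 days (exact permutation p = 0.0889). In males, only AGAP006985-RA kept the smallest p both ways, with an r of 0.867 without 0 days and 0.942 without 30 days. The correlations of AGAP004115-RA, AGAP006187-RA and AGAP012936-RA in males were between 0.661 and 0.703 without 0 days (exact permutation p between 0.156 and 0.178). Without 30 days, they were 0.721 for AGAP004115-RA (exact permutation p = 0.133), 0.914 for AGAP006187-RA (exact permutation p = 0.0444) and 0.775 for AGAP012936-RA (exact permutation p = 0.0889). For AGAP010398-RA in males, r was 0.608 without 0 days (exact permutation p = 0.2) and -0.011 without 30 days (exact permutation p = 1).

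**Figure D3:**
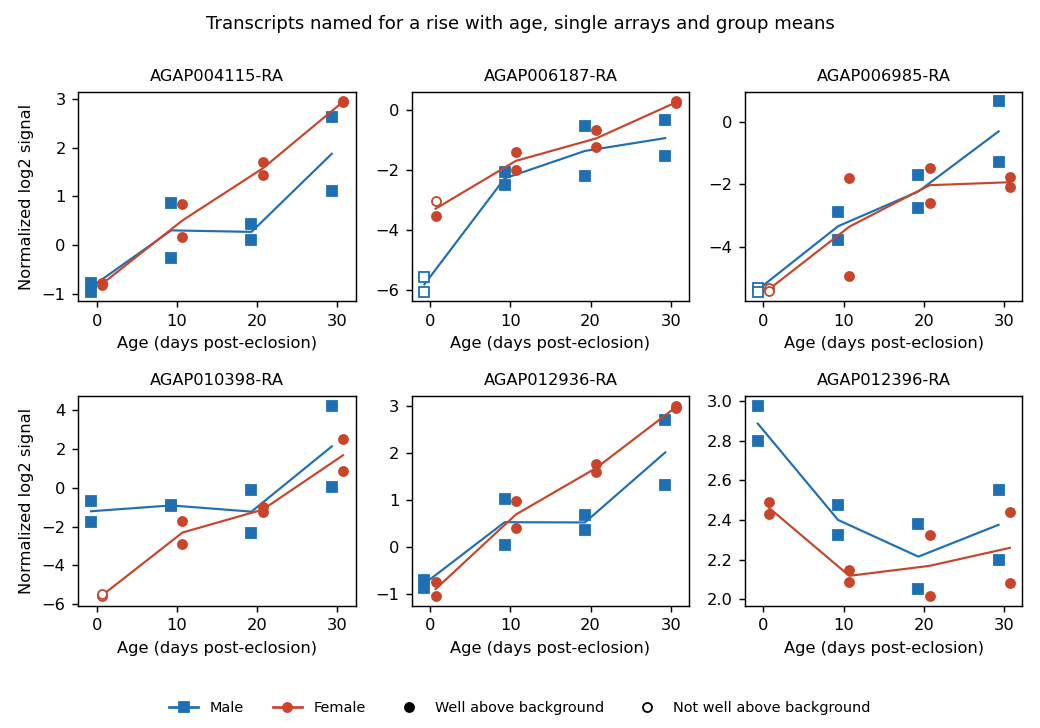
Normalized log2 signals of 6 transcripts by age and sex, with 1 point per array and lines through the means of each sex. AGAP004115-RA and AGAP012936-RA rise by 3.24 and 3.33 from 0 to 30 days, and AGAP012396-RA changes by -0.36.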

Five transcripts, AGAP004115-RA, AGAP006187-RA, AGAP006985-RA, AGAP010398-RA and AGAP012396-RA (Fig. S1A–E, respectively), showed a strong positive correlation between transcript levels and both male and female mosquito age. Two transcripts, AGAP006829-RA and AGAP008447-RA (Fig. S1F, H, respectively), displayed a negative correlation between transcript levels and age. 

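AGAP006829-RA (CPR59, cuticular protein 59) had a signal of 5.02 ± 0.19 (SD, n = 4) at 0 days. It changed by -8.15 on the log2 scale by 10 days (standard error 0.77, adjusted p = 2.03e-05 from limma), when 3 of the 4 arrays were well above background, so that the size rests in part on a background signal. At 20 days it was well above background on none of the 4 arrays, and at least 687-fold lower than at 0 days. At 30 days it was again well above background on both female arrays (-2.77 ± 1.78, SD, n = 2) and on neither male array, where it was at least 1475-fold lower than at 0 days (adjusted p = 1.05e-05 from limma). The change from 0 to 30 days in females was -7.87 (standard error 1.09, adjusted p = 0.000301 from limma), and the interaction was not past the threshold (adjusted p = 0.255). AGAP008447-RA (CPLCG4, adult cuticle protein) had a signal of 8.32 ± 0.17 (SD, n = 4) at 0 days. By 10 days it had changed by -10.20 (standard error 1.07, adjusted p = 4.17e-05 from limma), and at 20 days it was well above background on no array and at least 6762-fold lower than at 0 days. At 30 days it was well above background on 1 female array and on neither male array, where it was at least 16440-fold lower (adjusted p = 2.02e-05 from limma).

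In males, r with age was -0.907 for AGAP006829-RA (exact permutation p = 0.00317, adjusted 0.00873, rho -0.927 with the same p) and -0.911 for AGAP008447-RA (rho -0.976, both at the smallest p of the exact permutation test). In females, AGAP006829-RA had an r of -0.734 (exact permutation p = 0.0397, adjusted 0.0514) and a rho of -0.586 (exact permutation p = 0.153, adjusted 0.177). AGAP008447-RA in females had an r of -0.844 (exact permutation p = 0.0103, adjusted 0.0151) and a rho of -0.732 (exact permutation p = 0.0548, adjusted 0.0753). Without the arrays of 0 days, r in females was -0.044 and -0.53, respectively, so that both correlations in females rested on those arrays. Without those of 30 days, r in females was -0.972 and -0.964 (the smallest p of 6 arrays). In males it was -0.815 (exact permutation p = 0.0889) and -0.873 (the smallest p of 6 arrays) without 0 days, and -0.925 (exact permutation p = 0.0444) and -0.944 (the smallest p of 6 arrays) without 30 days. Of the 8 male arrays, 3 had a signal well above background for AGAP006829-RA and 4 for AGAP008447-RA, and the order of the remaining signals lies within the background.

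**Figure D4:**
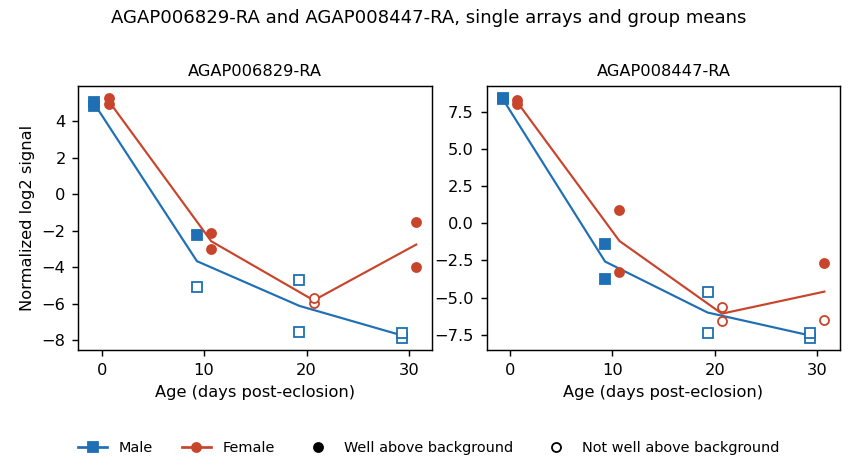
Normalized log2 signals of AGAP006829-RA and AGAP008447-RA by age and sex, with 1 point per array and lines through the means of each sex. Both are highest at 0 days (5.02 and 8.32), and at 20 days neither is well above background on any array.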

The final two down-regulated gene transcripts, AGAP007963-RA and AGAP009871-RA (Fig. S1G, H, respectively), were selected because they are putative orthologues of the two most important genes used in the *Ae. aegypti* transcriptional age-grading protocol (Cook *et al*., 2006). 

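AGAP007963-RA (a putative calcium-binding protein) and AGAP009871-RA (CPR75, a cuticular protein of the RR-1 family) were well above background on all 16 arrays. From 0 to 30 days, AGAP007963-RA changed by -3.08 on the log2 scale (standard error 0.20, adjusted p = 9e-07 from limma) and AGAP009871-RA by -5.57 (standard error 0.36, adjusted p = 7.26e-07). Most of each change had taken place by 10 days, with -2.19 and -4.70, respectively. From 20 to 30 days, the changes of -0.33 (adjusted p = 0.584 from limma) and -0.07 (adjusted p = 0.963) were not past the threshold.

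For AGAP007963-RA, r with age was -0.855 in males (exact permutation p = 0.00635, adjusted 0.0116, rho -0.878) and -0.949 in females (the smallest p, rho -0.976). AGAP009871-RA had an r of -0.827 in males (exact permutation p = 0.00714, adjusted 0.0121) and -0.844 in females (exact permutation p = 0.00635, adjusted 0.0116). Its rho was -0.781 in males (exact permutation p = 0.0349, adjusted 0.0549) and -0.83 in females (exact permutation p = 0.0198, adjusted 0.0336). Without the arrays of 0 days, r was -0.662 (exact permutation p = 0.178) for AGAP007963-RA in males and -0.957 (the smallest p of 6 arrays) in females. For AGAP009871-RA it was -0.604 in males (exact permutation p = 0.2) and -0.652 in females (exact permutation p = 0.178). Without the arrays of 30 days, r was -0.897 (exact permutation p = 0.0444) and -0.977 (the smallest p of 6 arrays) for AGAP007963-RA in males and females, and -0.877 (exact permutation p = 0.0667) and -0.935 (the smallest p of 6 arrays) for AGAP009871-RA.

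**Figure D5:**
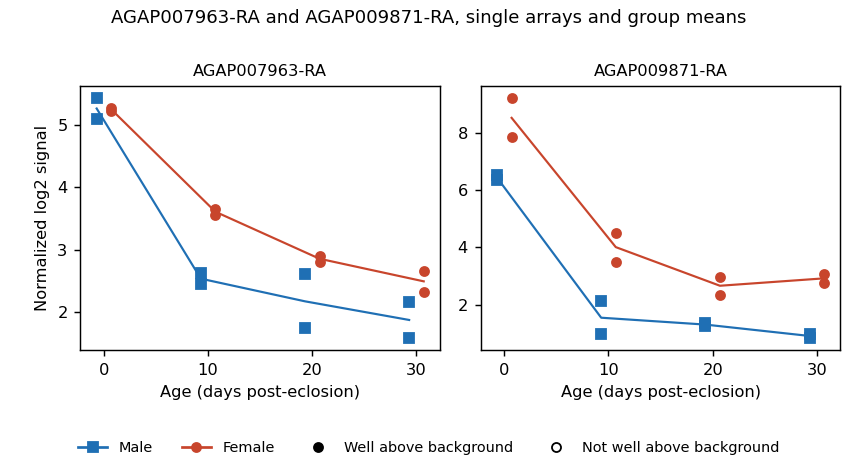
Normalized log2 signals of AGAP007963-RA and AGAP009871-RA by age and sex, with 1 point per array and lines through the means of each sex. From 0 to 30 days they change by -3.08 and -5.57.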

AGAP007963-RA was selected from the 2714 gene transcripts that displayed age-related transcription (ie no significant effect of sex or age-sex interaction). 

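Averaged over ages, the signal of AGAP007963-RA was higher by 0.59 on the log2 scale in females than in males (standard error 0.14), with an adjusted p of 0.0136 from limma, which is not past the threshold of 0.01. The interaction had an adjusted p of 0.421. With a trended prior in limma, the difference between the sexes was past the threshold (adjusted p = 0.00888), as it was with the 75th percentile taken over probes detected on all arrays (0.00896), with only probes well above background on all arrays (0.0073), with centring on probe GC content (0.00873) and without replicate 2 of the 20 day males (0.00286). At 0 days the means of the sexes were 5.27 ± 0.23 in males and 5.25 ± 0.03 in females, and at 10 days 2.54 ± 0.12 and 3.61 ± 0.07 (SD, n = 2 each). Of the 9 candidate transcripts of Table 1, 8 were in the class with an effect of age alone. AGAP006187-RA was also near the threshold for sex, higher in females by 1.18 (standard error 0.27, adjusted p = 0.0105 from limma). The count was 6 with a trended prior, at a threshold of 0.05 and with the 75th percentile over probes detected on all arrays. It stayed 8 with the methods' two-way analysis of variance, quantile normalization and spike-in scaling.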

AGAP009871-RA had significant age- and sex-related transcription. 

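AGAP009871-RA was higher in females than in males by 1.98 on the log2 scale, averaged over ages (standard error 0.25, adjusted p = 0.000357 from limma), and the effect of age had an adjusted p of 1.94e-06. The interaction was not past the threshold (adjusted p = 0.739). At 0 days, its signal was 6.44 ± 0.14 in males and 8.53 ± 0.96 in females, and at 30 days 0.91 ± 0.10 and 2.92 ± 0.23 (SD, n = 2 each). Every alternative in which the effect of sex was tested gave a difference between 1.81 and 2.15, the values without replicate 1 and without replicate 2 of the 0 day females, all past the threshold.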

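The probe for AGAP010592-RA, which encodes the 40S ribosomal protein S7, was well above background on all 16 arrays. Its signal was 1.48 ± 0.17 at 0 days, 0.95 ± 0.66 at 10 days, 1.01 ± 0.88 at 20 days and 1.39 ± 0.11 at 30 days (SD, n = 4). The effect of age had an adjusted p of 0.0204 from limma, and the change from 0 to 30 days was -0.09 (standard error 0.15, adjusted p = 0.622). In males, the signal was 1.38 ± 0.05 at 0 days, 0.38 ± 0.10 at 10 days, 0.29 ± 0.45 at 20 days and 1.35 ± 0.17 at 30 days (SD, n = 2). The change of -1.0 from 0 to 10 days in males had an adjusted p of 0.00432 from limma, whereas in females it was -0.07 (adjusted p = 0.828), and the interaction had an adjusted p of 0.0688. The male signals at 10 and 20 days differed from those at 0 and 30 days by -1.03 (standard error 0.15, adjusted p = 0.00132 from limma), under spike-in scaling by -0.54 (adjusted p = 0.225) and after quantile normalization by -1.02 (adjusted p = 0.00154). This contrast was not among the planned tests and follows the shape of the male means, so its adjusted p does not allow for that choice. In females, the means of the 4 ages lay between 1.43 and 1.74. The spread of the age means was 1.09 on the log2 scale (2.13-fold) in males, a range smaller than which was found for 52.9% of the tested transcripts, and 0.30 in females (5.2%). Averaged over ages, the signal was higher by 0.72 in females (standard error 0.10, adjusted p = 0.000786 from limma), but under spike-in scaling by 0.58 with an adjusted p of 0.109. Without replicate 1 of the 20 day males, the effect of age had an adjusted p of 0.00307, and after centring on probe GC content one of 0.00567. Pearson's r with age was -0.032 in males (exact permutation p = 0.937, adjusted 0.937, rho 0) and -0.223 in females (exact permutation p = 0.588, adjusted 0.616, rho -0.344).

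Of the 11 transcripts AGAP004115-RA, AGAP006187-RA, AGAP006985-RA, AGAP010398-RA, AGAP012936-RA, AGAP012396-RA, AGAP006829-RA, AGAP008447-RA, AGAP007963-RA, AGAP009871-RA and AGAP010592-RA, 9 had an effect of age past the threshold, whether adjusted over the list alone or over all tested transcripts. An effect of sex was past it for 4 adjusted over the list alone and for 2 over all. Since the study chose the candidates on these arrays, the counts over the list are not independent evidence.

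**Figure D6:**
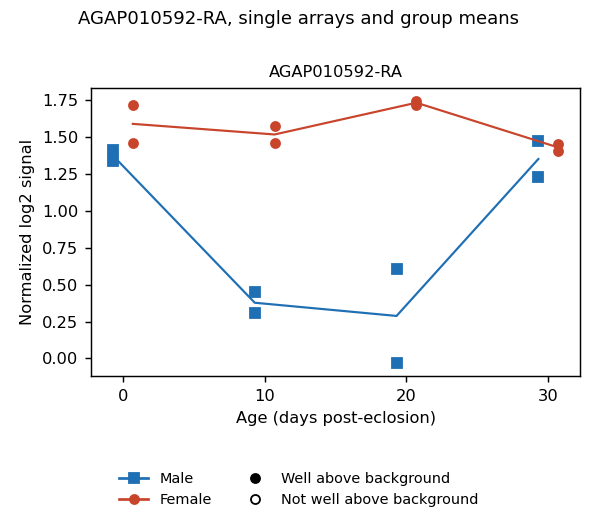
Normalized log2 signals of AGAP010592-RA by age and sex, with 1 point per array and lines through the means of each sex. The male means are 1.38, 0.38, 0.29 and 1.35 from 0 to 30 days, and the female means lie between 1.43 and 1.74.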

The reference gene, 40S ribosomal protein S7 (RS7_ANOGA; AGAP10592-RA), was not differentially regulated with adult male or female mosquito age (Fig. S1J).

**Figure 1:**
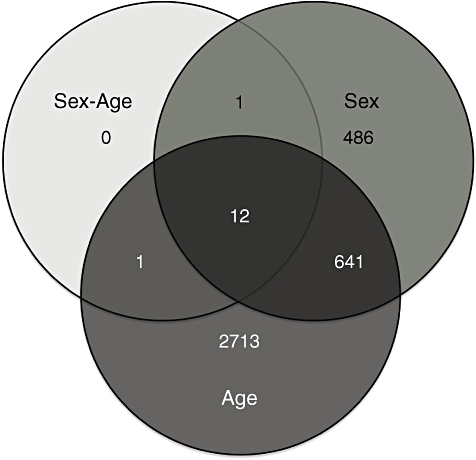
Venn diagram showing the distribution of gene transcripts that have significant differential expression with respect to age, sex and/or a sex-age interaction. A total of 3367 gene transcripts displayed significant differential expression with age; however, only 2713 transcripts did not show any significant effects with respect to sex or sex-age interaction.

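In limma's tests, 3756 transcripts had an effect of age, 1252 an effect of sex and 26 an interaction. Of these, 690 had effects of age and sex without an interaction, 17 had all 3, 6 had effects of age and interaction, 543 of sex alone, 2 of sex and interaction and 1 of interaction alone. By the methods' two-way analysis of variance, 3385 transcripts had an effect of age, 1157 of sex and 17 an interaction, and 3268, 1061 and 13 of these were also called by limma. The effect of sex was towards females for 796 transcripts and towards males for 456 (63.6% towards females), a balance that turned under spike-in scaling, where 146 were higher in females and 232 in males (38.6%). Of the 1252 transcripts, 837 were well above background on all 16 arrays, 26 were well above background on no male array and 24 on no female array. Among the 26 transcripts with an interaction, 15 were well above background on all arrays and 10 changed in opposite directions in the sexes from 0 to 30 days. The count of 26 stayed within 1.5 times that number for only 2 of the 16 arrays left out in turn, and ranged from 3 without replicate 1 of the 0 day males to 86 without replicate 2 of the 20 day males.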

The transcriptional profiles of the nine candidate genes were investigated in individual adult mosquitoes using qRT-PCR. Primers were designed to amplify a 100–150 base pair region of each gene transcript (Table 1). Transcript abundance of each candidate gene was determined relative to RS7_ANOGA as a logcontrast of cycle threshold (Ct) values. A low Ct value indicates high transcript abundance and a high Ct value corresponds to a low transcript copy number. All nine candidate genes showed age-related transcriptional profiles and results were generally consistent with that observed in the microarray experiment. All up-regulated candidate genes, AGAP004115, AGAP006187, AGAP006985, AGAP010398-RA and AGAP012396, showed negative, linear associations between logcontrast Ct values and age, in both male and female mosquitoes (Fig. S2A–E, respectively). Three of the four down-regulated candidate genes, AGAP006829, AGAP007963 and AGAP009871 (Fig. S2F, G and I, respectively), displayed positive associations with logcontrast Ct values and age, in females and males. The remaining candidate gene, AGAP008447 (Fig. S2H), had a positive association across female age and an unexpected negative association with male age. Transcript AGAP008447 was subsequently excluded from the analysis because of the possible confounding effects of insecticide resistance status (see Discussion).

**Table 1:** Candidate age-grading genes selected from the microarray analysis

Transcript identifier	Gene name	Putative function
AGAP004115-RA		Cystinosin, putative
**AGAP006187-RA**	G12_ANOGA	Protein G12 precursor (ANG12)
AGAP006985-RA		Conserved hypothetical protein
**AGAP010398-RA**		Dimethylaniline monooxygenase, putative
**AGAP012936-RA**		Cystinosin, putative
AGAP006829-RA	CPR59	Cuticular protein 59
AGAP007963-RA*		Calcium-binding protein, putative
AGAP008447-RA†	CPLCG4	Adult cuticle protein
AGAP009871-RA*	CPR75	Cuticular protein 75 (RR-1 family)
AGAP010592-RA	RS7_ANOGA	40S ribosomal protein S7

Transcript identifiers and gene function originate from Vectorbase annotations. When gene function has not been annotated putative gene function has been inferred from *Drosophila melanogaster* and/or *Aedes aegypti* orthologues. The four best performing gene transcripts used for the age estimation analysis shown in Fig. 3 are in bold.

* Orthologues of genes selected for use in the *Aedes aegypti* age estimation assay (Cook *et al*., 2006).

† Gene excluded from the analysis because of possible confounding effects of insecticide resistance status (see Discussion).

Redundancy analysis was used to reduce multiple gene expression measures into a redundancy variate, a linear combination of gene expression measures, which maximized correlation with mosquito age. This analysis was initially carried out using all genes and from there an optimal set of genes was selected based on the canonical coefficient loadings from the redundancy analysis; more informative genes have a larger absolute loading (either positive or negative depending on the relationship between a particular gene expression profile and age). Based on these criteria, four transcripts were selected for the age estimation assay: AGAP006187, AGAP007963, AGAP010398 and AGAP012936. These genes performed very well in females generating a calibration model that was highly correlated with age (Fig. 2; *R*^2^= 0.8206, *n*= 34, *P* < 0.0001). However in males, these genes generated a redundancy variate that was not as strongly correlated with age (Fig. S3; *R*^2^= 0.6099, *n*= 35, *P* < 0.0001); the reasons for this difference are unclear.

**Figure 2:**
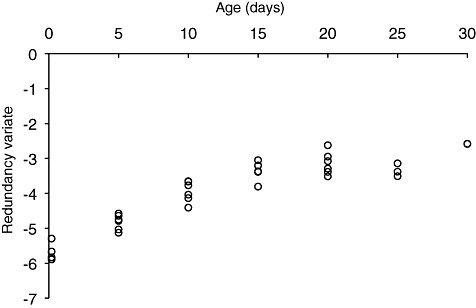
Female *Anopheles gambiae* calibration model generated from the expression profiles of the four best candidate genes. Logcontrast normalized cycle threshold values for AGAP006187, AGAP006985, AGAP007963 and AGAP010398 were entered into a canonical correlation analysis. This analysis generates a redundancy variate, a linear combination of the four gene expression measures, which maximizes correlation with mosquito age. The redundancy variate score for each individual is plotted and the linear regression of these data on age provides the calibration model.

Age predictions were derived for females using inverse regression of the calibration model constructed from the four most informative genes (Fig. 3). A leave-one-out cross validation methodology was used to generate a large number of age predictions from the available data. The precision of each age prediction was estimated using a nonparametric bootstrapping procedure that derived 95% confidence intervals (CIs). The median age within these 95% CIs was considered to be the predicted age. Predicted ages had a mean 95% CI of ± 4.2 days across all ages. The mean residual value (the absolute difference between predicted age and actual age) for females is 4.3 days. Negative ages are predicted but this was to be expected when predicted ages are close to zero simply as a result of error within the calibration model.

**Figure 3:**
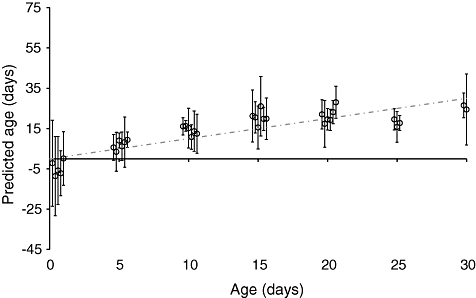
Age predictions for individual female mosquitoes using four gene expression measures. Age predictions were made using a leave-one-out cross validation approach, whereby each data point was sequentially removed from the training data before the age of the excluded individual was predicted. Age was predicted by inverse regression of the female calibration model. Error bars indicate a 95% confidence interval derived by a nonparametric bootstrap procedure.

For males, predicted ages had a mean 95% CI of ±9.1 days across all ages (Fig. S4), and a mean residual value of 10.1 days. This higher variability was expected given the poorer fit observed in the calibration model. Four samples were notable outliers in the age predictions; however, this could not be attributed to a single disparate gene expression measure across samples – that is, it was a different gene for each specimen that caused the inaccuracy in age prediction. The distribution of the residual values when plotted against predicted age suggests that there was no bias associated with the age predictions for either sex (Fig. S5).

## Discussion

The primary purpose of these experiments was to develop an assay capable of detecting differences in female population age structure in order to be able to compare populations with and without control interventions, and the effects of age structure on malaria epidemiology. We consider the data presented to provide the baseline for an assay that would be a very useful addition to the field as the confidence intervals in individual age predictions are acceptable for making population-level comparisons. The assay was less successful for males, but the requirement for age prediction methodologies is in any case much smaller in males, which do not blood feed or transmit malaria. In addition, male age-grading methodologies are now available that use the number of spermatocysts in *An. gambiae s.s.* male testes and the relative size of their sperm reservoirs (Huho *et al*., 2006).

Three of the genes examined encoded cuticular proteins. Cuticular protein genes of low complexity (CPLC) constitute a family of at least 210 genes, including 27 in a cluster encoding family CPLCG (Cornman *et al*., 2008; Cornman & Willis, 2009). Several adult cuticular protein genes have recently been reported to show increased levels of expression associated with pyrethroid insecticide resistance (Vontas *et al*., 2007; Djouaka *et al*., 2008; Awolola *et al*., 2009), including *CPLCG4* (previously named *CPLC*#; AGAP008447). This appears to constitute a mechanism of resistance based on cuticular thickening to reduce insecticide penetration, but understanding of this mechanism is in its early stages. Because of the potential for variation in the expression of cuticular proteins associated with insecticide resistance status of populations under investigation, and because this factor is not yet well understood, the adult cuticular protein gene was excluded from the current assay. In addition variation in cuticular hydrocarbons amongst and within species in the *An. gambiae* complex (Carlson & Service, 1979, 1980; Anyanwu *et al*., 2000, 2001) could act as a further confounding variable. This variation is possibly associated with selection for mate choice, as has been shown in *Drosophila* for example (Foley *et al*., 2007).

The analysis of cuticular proteins for age estimation has been assayed in *An. gambiae* and other anophelines with varying degrees of success (Randimby *et al*., 2002; Caputo *et al*., 2005; Hugo *et al*., 2006; Mayagaya *et al*., 2009). A recently reported assay using near -infrared spectroscopy (Mayagaya *et al*., 2009) showed promise as, in the authors' words, a ‘quick and dirty’ assay with minimal sample processing costs once the initial outlay on a spectrophotometer has been made, allowing large numbers of samples to be assayed. This assay does not appear sensitive enough to estimate age differences beyond about 15 days, which is the most epidemiologically significant class. However, it is possible that a combination of assays could be used to improve throughput and reduce costs, with near-infrared spectroscopy used to assign females to ‘younger’ and ‘older’ classes, and then qRT-PCR based on the methodologies described here could be employed on the older class (which would be a minority subset). In this case, however, it would be important to examine and control for any insecticide resistance effects on cuticle composition, for the reasons outlined above.

Future experiments will examine the robustness and utility of the assay on natural populations from different geographical locations, molecular forms of *An. gambiae s.s.*, and sibling species within the *An. gambiae* complex such as *Anopheles arabiensis*. The effects on the accuracy of the age predictions of temperature variation and larval rearing conditions will also be examined; it is possible that other genes in Table 1 than those selected may prove to be more robust under different conditions. However we consider that the assay presented here provides a solid foundation for future refinement, and represents a new tool that can assist a variety of studies related to malaria epidemiology and control.

## Experimental procedures

### Mosquito rearing and collection

*An. gambiae* G3 colonies were maintained under standard insectary conditions (∼28 °C; ∼70% relative humidity; 12:2 h light : dark). Adults were given 10% sucrose solution *ad libitum*; however no bloodmeals were provided. Adults emerging within a 24 h period were considered a single age class and each age class allocated to separate cages. Adult male and female mosquitoes were collected at 0 (≤24 h), 5, 10, 15, 20, 25 and 30 days post-eclosion. Collected individuals were knocked down with ∼2 min exposure to −20 °C before the abdomen was dissected and discarded. The head and thorax were transferred directly into Trizol reagent (Invitrogen, Carlsbad, CA, USA) and stored at −80 °C.

### Microarray design

Custom gene expression arrays (8 × 15 k format) were designed using Agilent Technologies' eArray (https://earray.chem.agilent.com/earray). The microarray contained 13 254 custom probes, a single 60-mer probe per *An. gambiae* transcript (Vectorbase genebuild AgamP3.4 transcripts; http://www.vectorbase.org) and a standard set of 536 Agilent control features.

### Total RNA isolation and labelling protocol

Global transcription was quantified at 0, 10, 20 and 30 days of adult age in both male and female *An. gambiae*. Total RNA was extracted from a pool of five individuals (heads and thoraces only) in 500 µl Trizol reagent. The manufacturer's standard RNA extraction protocol was used, with the exception that RNA was precipitated by a ∼16 h incubation at −20 °C. Array experiments were performed according to Agilent Technologies' One-colour Microarray-based Gene Expression Analysis protocol (v. 5.7, Agilent Technologies, Palo Alto, CA, USA). All consumables and equipment were from Agilent Technologies unless otherwise stated. Briefly, 1 µg total RNA and 5 µl of 1:5000 dilution Agilent One-colour Spike-in mix were amplified and labelled using the Quick Amp Kit protocols (Agilent Technologies). Labelled cRNA was then purified and quantified before hybridization to the arrays using Agilent Technologies' Gene Expression Hybridization Kit, SureHyb chambers, Microarray Hybridization oven and standard protocols. Hybridized arrays were washed with Gene Expression Wash Buffers (without the addition of Triton X102) and Stabilization and Drying Solution to protect against ozone degradation.

### Microarray scanning, feature extraction and data analysis

Microarrays were scanned and feature extraction undertaken by technicians at Oxford Gene Technology (Oxford, UK). Scans were at 5 µm resolution using the extended dynamic range feature of the Agilent Technologies' DNA microarray scanner (G2505B). Feature Extraction software (v. 9.5.3.1; Agilent Technologies) was used to quantify and process fluorescence data from the array image files. This process was carried out according to Agilent's One-colour Gene Expression protocol (GE1-v5-95_Feb07). Data files were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) according to Minimum Information About a Microarray Experiment (MIAME) requirements (accession GSE18194).

Array analysis was undertaken with Genespring GX software (v. 10.0.2; Agilent Technologies). The array technology file was created directly from the eArray website (see Microarray design section) using the corresponding microarray design files. Signal intensity data were processed as follows; threshold to 1.0, log_2_ transformation, 75^th^ percentile shift normalization and baseline transformation to the median of all samples. Array data were filtered by raw signal values (excluding data ≤20^th^ percentile) and flags generated during feature extraction. Flags indicated whether a feature signal was uniform, saturated and significant above background. Differentially expressed transcripts were identified by a two-way analysis of variance at *P*≤ 0.01 (asymptotic *P*-value computation) with Benjamini–Hochberg multiple testing correction. Gene transcripts that were differentially expressed only with respect to adult mosquito age were selected. These transcripts were then filtered for transcriptional profiles that were either positively (*r* > 0.8) or negatively (*r* < −0.4) correlated with mosquito age. Attention was also given to transcripts with fourfold or greater changes in transcription between the various age classes.

### Quantitative RT-PCR age-grading assay

Candidate gene and reference gene expression were measured in adult male and female mosquitoes at 0, 5, 10, 15, 20, 25 and 30 days post-eclosion using qRT-PCR.

Total RNA was extracted from the head and thorax of individual mosquitoes using 250 µl Trizol reagent. Extractions were carried out according to the manufacturer's protocol with the exception of RNA precipitation, which was a ∼16 h incubation at −20 °C. RNA was re-suspended in 20 µl RNase-free water. Total RNA was quantified using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). 500 ng total RNA was treated with 1 unit of DNase I (amplification grade, Invitrogen) mixed with supplied 10× DNase buffer solution. The reaction was incubated at room temperature for 15 min before being terminated with 25 mM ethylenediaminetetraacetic acid and incubated at 65 °C for 10 min.

Reverse transcription was performed using the Superscript VILO cDNA synthesis kit (Invitrogen) according to the manufacturer's protocol. cDNA samples were diluted fivefold prior to qRT-PCR amplification to eliminate PCR inhibitors. Quantitative RT-PCRs were performed in triplicate on a Lightcycler 480 (Roche, Indianapolis, IN, USA) using Express SYBR® Greener qPCR supermix Universal (Invitrogen), 1 µl diluted cDNA template and 400 nM of each primer. Thermal cycling conditions were 95 °C for 5 min; then 45 cycles of 95 °C for 10 s, 58 °C for 10 s, 72 °C for 15 s and a single fluorescence acquisition; and then a melt curve of 95 °C for 5 s, 65 °C for 1 min, then ramp to 97 °C with continuous fluorescence acquisition (5 acquisitions/°C). Ct values were determined using the second-derivative maximum method (Roche).

### Multivariate calibration and age predictions

The statistical methods employed to predict mosquito age followed the multivariate calibration approach as previously outlined (Cook *et al*., 2006, 2007). Briefly, mean Ct values were calculated and normalized to the reference gene (RS7_ANOGA) by logcontrast ratios. Redundancy analysis, implemented through a canonical correlation analysis in SAS (SAS Institute Inc., Cary, NC, USA), was used to calculate a linear combination of gene expression measures (a redundancy variate) that maximized the correlation with mosquito age. The linear regression of the first redundancy variate on age was used to construct a calibration model. Age predictions were estimated from this calibration model by inverse regression techniques. The error associated with age predictions was estimated using a nonparametric bootstrapping procedure. In this study, calibration models were evaluated by generating age predictions using a leave-one-out cross validation approach.

How the deposited data were processed for this re-analysis (not part of the article)

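Total RNA from pools of 5 adult mosquitoes (heads and thoraces only) of the G3 colony was measured on 16 one-colour Agilent arrays, with 2 arrays for each of 2 sexes at each of 4 ages (0, 10, 20 and 30 days post-eclosion). The authors scanned the arrays and quantified them with Agilent's Feature Extraction software, whose output they deposited for every array. Its signal for each spot is a fluorescence intensity after background subtraction and detrending within the array, with no normalization between arrays, and the output also holds the raw mean intensity and the local background intensity of each spot. Further columns of the deposited output are other values, namely marks of 0 or 1 for spots that are outliers, saturated or not well above background. The authors also deposited a table of log2 values, made in GeneSpring GX by a floor of 1, the log2, a 75th percentile shift and subtraction of each probe's median over all samples. The log2 values computed here, with each probe's median subtracted, differed from that table by at most 0.0061 on any array. The qRT-PCR measurements and the age predictions of the paper were not analysed here.

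From the deposited intensities, values under 1 were set to 1, the log2 was taken and each array's 75th percentile over the 13254 probes for transcripts was subtracted. The median of each probe over all samples was not subtracted, since this changes no difference between arrays. Spots marked as outliers were left out. A probe was kept when both arrays of at least 1 sex and age were above the array's 20th percentile, well above background and not marked as outliers, which left 9526 probes. For 1 of these a sex and age was left without a value, so 9525 were tested. Between 5985 and 9486 probes per array were well above background, and 5491 were so on all arrays. Signals that are not well above background have no reliable size or order, and a fold against a group in which no array was well above background is given as a lower bound, against the lowest signal that was well above background on each array of that group. The number of arrays limits the precision, and where the duplicates are 1 pool labelled 2 times, which the paper's text leaves open, p-values compare single pools against technical spread.

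Effects were tested with limma 3.58.1 in R 4.3.3 (tables read with data.table 1.17.8), with 1 mean for each sex and age and an empirical Bayes estimate of the spread (8 residual and 2.05 prior degrees of freedom). Moderated F tests gave the effect of age averaged over the sexes, the effect of sex averaged over the ages and the interaction, and moderated contrasts gave the differences between ages. P-values were adjusted by the Benjamini-Hochberg method over the tested probes, and the threshold was 0.01 as in the paper's methods. The methods' two-way analysis of variance, without moderation, was run beside it as an alternative. Transcripts past the threshold for age and not for sex or interaction formed the class with an effect of age alone, and in it were counted those with a Pearson correlation with age above 0.8 or below -0.4 over the 16 arrays, and those whose highest and lowest age means differed at least 4-fold. For 11 transcripts, Pearson's r and Spearman's rho with age were taken over the 8 arrays of each sex in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, with exact permutation tests (two-sided, 40320 permutations) and adjustment over 22 correlations. Plots were drawn with matplotlib 3.10.9.

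The tests were tested on simulated data with changes added to 200 of 9525 transcripts. Each value was the transcript's mean over the arrays plus independent normal noise with the moderated spread of its fit. The simulated data held no floor of dim probes, no outlying array and no noise shared between transcripts. The rates on the real arrays may therefore differ. For a change on all arrays of the later ages of 0.5, 1 and 2 on the log2 scale, the effect of age was called for 0, 23.5% and 80.5% of them. For a change between 20 and 30 days, 0, 19% and 82.5% were called. At most 1 unchanged transcript was called in any run.

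The alternatives were the methods' two-way analysis of variance, a trended prior, a threshold of 0.05, normexp background correction (offset 50) on the raw intensities, quantile normalization, spike-in scaling, the 75th percentile over probes detected on all arrays, no detection filter, only probes detected on all arrays, outlier spots kept, the deposited log2 values, a term for the replicate number, each sex alone, correlations over group means or within each sex, and each array left out in turn. Added after the data had been seen were 1 floor common to all arrays, centring on probe GC content and 1 probe per sequence.

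The transcripts to be named were fixed by a rule as those the paper names, the 5 largest rises and the 5 largest falls from 0 to 30 days in the class with an effect of age alone that had the same direction in both sexes, the 3 largest differences between the sexes each way and the 3 largest interactions. The paper's choice of candidates had been seen when the rule was written. The output and the reference used here pair no transcript with a gene name or description, so that outside the paper's own transcripts only identifiers are printed. Besides AGAP005340-RA, AGAP000607-RA and AGAP006181-RA, these are the transcripts that were well above background on all 16 arrays, since the sizes and ranks of the others rest on background signals. For the same reason, lists of cuticular protein and ribosomal protein transcripts could not be built, their tests were not run, and no genome coordinates are given.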

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

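Tests of the background and the negative control spots, of the slide, of the array position, row and column and of the interactions by their level above background were chosen only after the results were seen, and the common floor was also added after that, although what it would show for the interaction was written down before its count was made.

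The array of male 20 d replicate 1 lay far from the other 7 male arrays in 3 measures. The floor to which Feature Extraction sets dim probes was 5.74 on the log2 scale (2.10 to 3.00 on the others), its dimmest spike-in probe had a signal of 5.73 (2.11 to 3.07) and 57 of its spots were left out as outliers (1 to 9). Only 5985 of its probes were well above background, against 7596 to 9475 on the other male arrays. Among the female arrays, 63 spots were left out on female 0 d replicate 1, against 2 to 29 on the others. In all, 48 groups of arrays were tested for a distant value and 4 had one, where chance gives about 1 in 20, or 2.4. All 4 were among the 12 groups of array measures and 0 among the 36 groups of transcript signals.

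A higher background on male 20 d replicate 1 is argued against by its median local background of 51.5, within the range of the other male arrays (50 to 53). Fewer transcripts in that pool are argued against by the number of probes above a level set from the median and the median absolute deviation of the negative control spots, which was 9705, within the 7916 to 10150 of the other male arrays. The values are consistent with bright negative control spots that raise the level a probe must exceed, since the SD of the negative control spots was 2263 on this array against 5.82 to 37.5 on the other male arrays, and 9 of the 77 spots were bright. What made these spots bright was not tested. On female 0 d replicate 1 the SD was 514 and 3 spots were bright, and no explanation for its outlier spots was tested. Sex and age do not separate male 20 d replicate 1 from its duplicate, and a difference between the mosquitoes of the pools stays open for other measures, as untested.

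Results that rest on the 20 day males change when single arrays are left out. Without male 20 d replicate 1, limma called 11 interactions, 1 transcript between 10 and 20 days and 0 between 20 and 30 days, where it called 26, 14 and 0 with all arrays. Without male 20 d replicate 2, which leaves replicate 1 as the only array of its group, it called 86, 73 and 53. Of these, 27 (31.4%), 22 (30.1%) and 10 (18.9%) were not well above background on replicate 1, against 38.5% of all tested transcripts, so the high floor of that array does not account for most of them. The cause was not tested.

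An interaction of sex and age was called by limma for 26 transcripts (17 by the methods' two-way analysis of variance). The paper's Fig. 1 counts transcripts with an interaction, but its text names none of them. The largest F in the fit was that of AGAP006181-RA, whose change from 0 to 30 days was lower in females than in males by a difference of -10.24 on the log2 scale (interaction, adjusted p = 0.000203 from limma, 1.56e-05 to 0.00244 over the alternatives). This rank and this size rest in part on background signals. The rank is not established, since its F was 121 and that of AGAP012924-RA, well above background on all 16 arrays, was 116. In males the signal of AGAP006181-RA was -3.33 ± 0.77 at 0 days (SD, n = 2, 1 array well above background) and 5.02 ± 0.68 at 30 days. At 30 days it was at least 1370-fold higher than at 10 days, where no male array was well above background. In females it was 6.73 ± 0.06 at 0 days and 4.84 ± 0.65 at 30 days. With each array left out the difference stayed between -10.78 and -9.69. An uneven floor of dim probes as the whole cause of the class of 26 is argued against by the 15 that were well above background on every array, all of which were also called with a common floor. Of the other 11, 8 were called with it too, but an uneven floor cannot be told apart from other causes for them, since a common floor also removes spread among dim values, and its count of 165 interactions decides nothing for the same reason. Since each sex lies on 1 slide with the same order of ages, an effect of slide that varies with position stays open. A change with age that differs between the sexes stays open as well, as untested.

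AGAP000607-RA was well above background on all 8 female arrays and on no male array, and at least 2608-fold higher in females (adjusted p = 6.98e-09 from limma), a transcript the paper does not mention. The difference in the fit, against signals not well above background, was 13.05 on the log2 scale and 9.21 to 13.39 over the alternatives and arrays left out. Both sexes lay on 0 of the slides, so an effect of slide and one of sex cannot be told apart by these arrays, and sex stays open, as untested. Over the class with an effect of sex, 26 transcripts were well above background on no male array and 24 on no female array.

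In the class with an effect of age alone, AGAP005340-RA had the largest rise in the fit from 0 to 30 days, and AGAP008449-RA the largest fall in the fit of a transcript that the paper does not name. Where signals were not well above background, such ranks are not established, and AGAP001610-RA, well above background on all 16 arrays, rose by 4.68. AGAP005340-RA was well above background on none of the 4 arrays of 0 days and on all 12 later arrays, and at least 15.7-fold higher at 30 days than at 0 days (adjusted p = 6.53e-05 from limma, 3.32e-05 to 0.0195 over the alternatives). Its rise was no longer past the threshold in males alone (5.27 in the fit, adjusted p = 0.0182) or with a common floor (2.52 in the fit, adjusted p = 0.0195), and the cause was not tested. AGAP008449-RA was well above background on all 16 arrays and changed by -12.23 on the log2 scale (adjusted p = 1.78e-06), between -13.78 and -10.67 over the alternatives, and an uneven floor acts on dim signals only. The arrays of 0 and 20 days lay in the same columns of the slide, as did those of 10 and 30 days. A row or a column of the slide as the whole cause of the fall of AGAP008449-RA is argued against by its change of -9.51 from 0 to 10 days and of only -0.24 from 20 to 30 days, a difference of -9.27 (standard error 1.26, adjusted p = 0.000636 from limma). For AGAP005340-RA this difference was not past the threshold (adjusted p = 0.0132), so row and column stay open. Single positions on the slide, apart from row and column, cannot be told apart from age, since 0 positions held more than 1 age. A change with age stays open for both transcripts, as untested.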

How the results depend on the processing

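The common floor, centring on probe GC content and 1 probe per sequence were chosen only after the results were seen, whereas the tests, the threshold, the filters and all other alternatives were set before the data were examined.

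Over 31 results, the alternatives gave 995 values, of which 901 kept their direction and their side of the threshold (for counts, stayed within 1.5 times the count) and 94 did not, and no called value changed sign. The classes with an effect of age, of age alone and of sex, the changes from 0 to 10 and from 0 to 30 days, and the counts by correlation and by 4-fold change stayed within 1.5 times for every array left out. Counts do not say that the transcripts were the same, and of the 3043 transcripts with an effect of age alone, 48% were shared under spike-in scaling, 59% with normexp and 84% with the methods' two-way analysis of variance. Except where construction shows it (fewer arrays, fewer probes or a looser threshold), the cause was not tested for any change given here.

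With the threshold at 0.05, limma called 2444 transcripts for an effect of sex, 156 interactions, 62 from 10 to 20 days and 3 from 20 to 30 days, and the effect of age on AGAP010592-RA (adjusted p = 0.0204) and the sex difference of AGAP007963-RA (0.59) were past it. The methods' two-way analysis of variance called 17 interactions. Normexp background correction gave 2375 transcripts with an effect of age, 658 with an effect of sex, 9 interactions, 1924 from 0 to 10 days, 2 from 10 to 20 days and 2623 from 0 to 30 days. It gave 967 correlations below -0.4, 459 4-fold changes and 5 candidates in the class with an effect of age alone, and AGAP006985-RA, whose signals at 0 days were not well above background, rose in the fit by 1.49 (adjusted p = 0.0238, 4.56e-05 to 0.0332 over the alternatives). Spike-in scaling gave 1947 with an effect of age, 1816 with an effect of age alone, 378 with an effect of sex, 2 interactions, 1574 from 0 to 10 days, 1 from 10 to 20 days and 2539 from 0 to 30 days. It also gave 78 correlations above 0.8 and 948 below -0.4, and a sex difference of AGAP010592-RA of 0.58 (adjusted p = 0.109, 0.000215 to 0.109 over the alternatives).

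Without a detection filter, 13 interactions and 4 transcripts from 10 to 20 days were called. With only probes detected on all arrays, 50 interactions and 1 transcript from 20 to 30 days were called, with 817 correlations below -0.4, 326 4-fold changes and 2 of the candidates in the class with an effect of age alone. Only 5491 probes were tested there, which leaves out 5 of the candidates, and AGAP007963-RA was tested but left the class with its effect of sex (adjusted p = 0.0073). The sex difference of AGAP007963-RA was past the threshold with a trended prior (0.59), with the 75th percentile over probes detected on all arrays (0.59), with only probes detected on all arrays (0.59) and with centring on GC content (0.62), its adjusted p ranging from 0.00286 to 0.234 over the alternatives. A term for the replicate number gave 13 interactions and 7 transcripts from 10 to 20 days. Whether arrays with the same number share a source is not stated, and the differences between duplicates correlated by over 0.1 in 17 of 28 pairs of groups (median 0.14, -0.081 to 0.364), so that a pairing of the numbers is neither established nor excluded.

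Over the 8 arrays of males alone, 1209 transcripts were called for an effect of age, 1228 from 0 to 10 days, 0 from 10 to 20 days and 2206 from 0 to 30 days, and the rises of AGAP004115-RA (2.74, adjusted p = 0.0126) and AGAP010398-RA (3.35, adjusted p = 0.104) were not past the threshold. Their adjusted p ranged from 6.22e-06 to 0.0126 and from 3.66e-05 to 0.104 over the alternatives. Over the females alone, 1075 were called for an effect of age, 746 from 0 to 10 days, 0 from 10 to 20 days and 2060 from 0 to 30 days, and AGAP006985-RA was not past it (3.42 in the fit, at least 2.26 against signals well above background, adjusted p = 0.0332). For both sexes together, limma called 14 from 10 to 20 days with 1567 at an unadjusted p under 0.05, and the methods' two-way analysis of variance called 13.

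With a common floor, which raised 33.3% of the tested values, 165 interactions, 30 transcripts from 10 to 20 days, 7 from 20 to 30 days and 433 4-fold changes were called, and AGAP006985-RA rose in the fit by 1.48 (adjusted p = 0.022). Centring on GC content gave 4 transcripts from 10 to 20 days, a change of AGAP012396-RA of -0.66 past the threshold (adjusted p = 0.00221, up to 0.479 over the alternatives) and an adjusted p of 0.00567 for the effect of age on AGAP010592-RA (0.00307 to 0.814 over the alternatives). With 1 probe per sequence, no result changed sides.

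A group with 1 array left was assumed to vary like the others. With each array left out, interactions numbered 3 (without male 0 d replicate 1) to 86 (without male 20 d replicate 2) and stayed within 1.5 times 26 for 2 arrays only, male 10 d replicate 1 and female 0 d replicate 1. They numbered 79 without female 0 d replicate 2, 6 without male 0 d replicate 2 or male 10 d replicate 2, 7 without female 30 d replicate 1 and 10 to 16 without each of the others. Transcripts from 10 to 20 days numbered 1 (without male 20 d replicate 1 or female 10 d replicate 1) to 73 (without male 20 d replicate 2), with 2 to 7 without any other array except male 10 d replicate 1. From 20 to 30 days the count was 0 except for 53 without male 20 d replicate 2 and 1 without female 20 d replicate 1. The effect of age on AGAP010592-RA had an adjusted p from 0.00307 (without male 20 d replicate 1, the only one past the threshold) to 0.053 (without male 0 d replicate 2). The sex difference of AGAP007963-RA lay between 0.48 (without male 20 d replicate 1) and 0.70 (without male 20 d replicate 2, the only one past the threshold).

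Shares of rises and falls moved with the scaling. From 0 to 30 days, 51.4% of the called transcripts were higher, but 63.7% after quantile normalization (2777 higher and 1582 lower), 46.1% under spike-in scaling (1170 and 1369) and 47.2% without a detection filter (1985 and 2220). From 0 to 10 days it was 55.9%, but 65.8% after quantile normalization (2183 and 1137) and 47.9% with normexp (922 and 1002). The median change of all tested transcripts from 0 to 10 days was 0.06, but 0.37 under spike-in scaling, 0.24 after quantile normalization and -0.32 with normexp, and from 0 to 30 days without a detection filter it was -0.52.

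Sex effects, interactions and the counts that need both sexes could not be computed for males or females alone. Transcripts with an array not well above background had no value when only probes detected on all arrays were tested. The tests of cuticular protein and ribosomal protein lists were not run, since the transcripts could not be paired with descriptions. Signals near background limit the sizes of change, since 38.5% of the tested transcripts were not well above background on male 20 d replicate 1 and 5491 of 9525 were well above background on all arrays.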

Differences from the paper's values

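All comparisons with the paper's statements on single transcripts were chosen only after the results were seen, whereas the counts of Fig. 1 were compared as planned.

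The paper's numbers in Fig. 1 were read by eye. Transcripts with effects of age and interaction and none of sex numbered 6 in limma's tests, and about 1 in the paper's Fig. 1. Of the alternatives set before the data were examined, the methods' two-way analysis of variance and spike-in scaling came within 1.5 times the paper's number, as did leaving out male 0 d replicate 2, male 10 d replicate 2, male 20 d replicate 1, female 20 d replicate 2 or female 30 d replicate 1, and the others with a value did not. Transcripts with effects of sex and interaction and none of age numbered 2, and about 1 in the paper's Fig. 1. The methods' two-way analysis of variance, the trended prior and leaving out male 20 d replicate 1 or female 20 d replicate 2 came within 1.5 times the paper's number, and the others with a value did not. Transcripts with an interaction alone numbered 1, and about 0 in the paper's Fig. 1. The methods' two-way analysis of variance, normexp background correction, quantile normalization, spike-in scaling, the term for the replicate number and leaving out male 0 d replicate 1, male 0 d replicate 2, male 10 d replicate 2, female 20 d replicate 2 or female 30 d replicate 1 gave the paper's number, and the others with a value did not. The two-way analysis of variance is the test that the paper's methods name, and with it none of the compared numbers differed by more than 1.5 times. The remaining counts of Fig. 1 and of the text were within 1.5 times of the paper's in limma's tests too.

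AGAP012396-RA is among the 5 transcripts said in the paper's text to correlate positively with age in both sexes. AGAP012396-RA had an r of -0.674 in males and -0.349 in females and changed by -0.36 from 0 to 30 days. AGAP012936-RA, which Table 1 lists in its place, rose by 3.33, with an r of 0.866 in males and 0.990 in females. AGAP004115-RA, AGAP006187-RA and AGAP006985-RA had an r between 0.803 and 0.990 in each sex, and AGAP010398-RA had one of 0.968 in females. In males, the r of AGAP010398-RA was 0.582 (exact permutation p = 0.113), although its signal at 30 days was higher than at 0 days by 3.35. That r is below the limit of 0.8 in the paper's methods, which are not said to apply it within each sex. By qRT-PCR in individual mosquitoes, the paper reports a rise of this transcript with age in both sexes.

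For the reference transcript, AGAP010592-RA, the paper states that there was no differential regulation with age in males or females. Its effect of age over both sexes was not past the threshold (adjusted p = 0.0204 from limma), nor was its change from 0 to 30 days in either sex (-0.02 in males and -0.16 in females). Between 0 and 10 days it changed by -1.0 in males (adjusted p = 0.00432) and by -0.07 in females (adjusted p = 0.828).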

Other observations

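Tests of the brightness of the arrays, of shared probe sequences, of array position, row and column, of the splits at an unadjusted p, of the slide, of the overlap between a pair of probes and of the reference transcript without male 20 d replicate 1 were chosen only after the results were seen, as were the common floor and the centring on GC content as alternatives.

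The arrays of 0 days were dimmer than those of older mosquitoes. Their 75th percentile was lower, with a mean log2 signal of 8.49 against 9.89. The spike-in controls, which do not come from the mosquitoes, were dimmer as well, with a difference of -1.21 on the log2 scale (-1.34 in males and -1.07 in females), which is consistent with a lower labelling or hybridization yield on the 0 day arrays. A lower share of messenger RNA as the whole cause is argued against by the 75th percentile relative to the spike-in level, which differed by only -0.19 (SD of the later arrays 0.32). In males this difference was -0.52 (SD 0.22) and in females 0.13 (SD 0.35), so that a part in males stays open. On both slides the arrays of 0 and 10 days lay in 1 row and those of 20 and 30 days in the other, while 0 and 20 days shared columns, as did 10 and 30 days. A row or a column of the slide as the whole cause is argued against by the rise of the 75th percentile from 0 to 10 days, which exceeded the change from 20 to 30 days in the same columns by 1.42 on the log2 scale (standard error 0.17). Single positions on the slide, apart from row and column, cannot be told apart from age, because 0 positions held more than 1 age. A change of the RNA with age stays open as well, as untested.

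Several technical explanations were tested for the 3043 transcripts with an effect of age alone. An uneven floor of dim probes as the whole cause is argued against by the 2352 such transcripts found with a common floor, of which 2155 were among the 3043, and by the 1986 of the 3043 that were well above background on all arrays. The GC content of the probes is argued against by the 2932 found after centring on it (2544 shared), and probes that share a sequence by the 2915 found with 1 probe per sequence (2911 shared). A row or a column of the slide as the whole cause is argued against by 915 of the 3043 (30.1%), whose change from 0 to 10 days differed from that from 20 to 30 days in the same columns at an adjusted p of 0.01 in limma. For the other transcripts of the class this comparison excludes nothing. Single positions on the slide, apart from row and column, cannot be told apart from age, with 0 positions that held more than 1 age. When the ages were permuted among the arrays of each sex, the real arrangement was the only 1 of 100 splits with as many transcripts for age (3756, at most 4 in another split), for age alone (at most 4), for a 4-fold change (at most 3), and for each limit on the correlation (0 in every other split). The counts by 4-fold change and by correlation were taken within each split's class for age alone. They could not exceed that class, so they add no separate evidence. For the counts of age and of age alone, the splits argue against chance, though 100 splits can show no p below 1 in 100. That holds as far as the 2 arrays of a group came from separate pools, which the paper's text does not state. If duplicates were 1 pool labelled 2 times, differences between pools are not excluded, here and for the splits below. Age itself stays open as the cause for the class as a whole, as untested against single positions on these arrays. For its candidates, the paper reports age-related profiles by qRT-PCR in individual mosquitoes, a measurement without slide positions. It describes the direction of AGAP008447 in males as unexpected. The qRT-PCR values were not analysed here and cover the candidates only.

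For pairs of ages, limma was fitted to the 8 arrays of each pair with a term for sex. From 0 to 10 days the real split gave 1742 transcripts and from 0 to 30 days 3693. Each was the only 1 of 35 splits with as many, which argues against chance. With 35 splits no p below 1 in 35 can be reached, so chance is not excluded at the threshold used here. From 10 to 20 days and from 20 to 30 days the real split gave 0, so that all 35 splits had to give as many and this comparison says nothing about chance. The unadjusted p was under 0.05 for 1113 and 956 transcripts, and at that level 4 and 2 of the 35 splits gave as many. From 10 to 20 days chance cannot be excluded at that level, with up to 1579 in a split other than that by sex. From 20 to 30 days the 2 splits were the real one and the one by sex (2227), which follows sex and slide, and the largest count of any other split was 899. In these pairs a linear model without moderation called 0 and 1 (1015 and 998 at that unadjusted level). Splits that put the sexes, and so the slides, against each other were fitted without the term for sex, which they would duplicate, and called 80, 279, 187 and 60 transcripts in the pairs 0 and 10, 10 and 20, 20 and 30, and 0 and 30 days, more than age did from 10 to 20 and from 20 to 30 days. In the real split of each pair, the sexes are balanced between the ages and the term for sex was in the fit.

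Between 20 and 30 days limma called 0 transcripts in all 16 arrays (1039 at an unadjusted p under 0.05), as did the methods' two-way analysis of variance (1099). In simulated data with normal noise of each transcript's spread, 82.5% of transcripts changed by 2 on the log2 scale between these ages were called. Of those changed by 1, 19% were called, and of those changed by 0.5, 0. The median absolute difference on the real arrays was 0.20. That the wide spread added by male 20 d replicate 1 was the whole cause is argued against by the count without that array, which was 0, with 53 called without male 20 d replicate 2. Smaller changes at these ages may go undetected at this number of arrays, and a lack of change with age stays open, as untested.

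For sex, the real arrangement was the only 1 of 100 splits within ages with as many as 1252 transcripts (at most 335 in another split), which argues against chance. No p below 1 in 100 can be reached with 100 splits. Since 0 slides held both sexes, an effect of slide and one of sex cannot be told apart, and sex stays open, as untested. Towards which sex most transcripts were higher depended on the scaling (63.6% towards females, and 38.6% under spike-in scaling).

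AGAP004115-RA and AGAP012936-RA followed nearly the same profile, with a correlation of 0.995 between their probes over the 16 arrays and of 0.98 between the deviations from the means of each sex and age. The last 14 bases of the second probe are the first 14 of the first, and among 161862006 ordered pairs of probes of different genes 58 continue in this way over at least 14 bases, against 2 with the second probe read backwards. Both are putative cystinosins in Table 1. These values are consistent with both probes reading the same or a near-identical transcript. Of 1544 other rising transcripts, 0 correlated with AGAP004115-RA as closely, over the arrays or in the deviations, so such closeness was rare. Separate transcripts regulated alike still cannot be told apart from a shared transcript. A pair that no other transcript follows would give the same count. Whether the genome holds 1 or both of these genes was not tested.

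The reference transcript was lower in males at 10 and 20 days than at 0 and 30 days, by a difference of -1.03 on the log2 scale (standard error 0.15, adjusted p = 0.00132 from limma). The contrast was not planned and follows the shape of the male means, so none of its adjusted p-values allows for that choice. That male 20 d replicate 1 alone was the cause is argued against by the difference without that array, which was -1.19 (adjusted p = 0.000437), and without male 20 d replicate 2 it was -0.87. An offset in the 75th percentile shift of those arrays cannot be told apart from a change of the transcript, since the difference under spike-in scaling was -0.54 with a standard error of 0.31, so that neither 0 nor the full difference is excluded. With the other scalings the difference stayed past the threshold, at -1.02 after quantile normalization (adjusted p = 0.00154), -0.99 with the 75th percentile over probes detected on all arrays (0.00246), -0.89 with normexp (0.00551) and -1.06 after centring on GC content (0.000742). These scale on the transcripts themselves, so an offset of the 75th percentile against the other transcripts is argued against, while one shared by all transcripts stays open. A change with age in males stays open, as untested, and the difference between the sexes was not past the threshold (interaction, adjusted p = 0.0688).

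Further values belong to no statement of the paper. Of the transcripts picked by the rule for naming that the paper does not name, AGAP001610-RA, AGAP006182-RA, AGAP012924-RA, AGAP001322-RA and AGAP008449-RA were well above background on all 16 arrays. AGAP006182-RA differed between the sexes by -8.05 on the log2 scale, towards males. The F of the interaction was 116 (adjusted p = 0.000203 from limma) for AGAP012924-RA and 90.7 (adjusted p = 0.000449) for AGAP001322-RA. The others were not well above background on at least 1 array. Apart from those of AGAP005340-RA, AGAP000607-RA and AGAP006181-RA, given above, their fitted sizes and ranks are left out. Male 10 d replicate 2 correlated with male 20 d replicate 2 at 0.974 across transcripts, which are not independent replicates, and with its own duplicate at 0.948.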
